A study of Mus musculus with 6 samples. Its data were reported in "CDC42 governs normal oviduct multiciliogenesis through activating AKT to ensure timely embryo transport" (2022).

How the data were processed

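RNA was measured in whole mouse oviducts taken on day 2 of pregnancy from Cdc42f/f mice, which carry loxP sites around exon 2 of Cdc42, and from PgrCreCdc42f/f mice, in which a Cre recombinase driven from the progesterone receptor gene Pgr removes that exon. Each genotype had 3 libraries, described in the labels as biological replicates. How many animals went into a library is not stated. The groups and replicate numbers were taken from the sample titles and the genotype label.

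The libraries were made from total RNA and sequenced on a BGISEQ-500. The authors deposited a single table of RPKM values (reads per kilobase, scaled to the depth of a library) for 55276 gene symbols in the 6 libraries. The authors' processing notes name HISAT2, edgeR and the mouse build mm10 (GRCm38), whereas the methods of the study name Tophat2 for the RPKM values; which of these made the table is not stated. Whether counting used strand is not given either, so values of genes that overlap another gene are less certain, as are those of families of close paralogs such as Sprr2, Clca and Ighv. A spreadsheet had turned 26 symbols into dates or numbers, and these were left as they stand. All 6 columns of values were matched to samples by name, and 0 columns of other samples were present.

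The RPKM values were checked for the depth behind them. Of 35358 rows above 0 with 1 gene of the same symbol in the GENCODE M21 annotation of GRCm38, 98.8% gave whole reads in all 6 libraries, within 0.01 of a read, when multiplied by the annotated exon length of the gene. Another 1305 rows did so at another length and 351 rows did not. The reads recovered in this way came to between 43.6 M and 47.8 M per library, so that 1 read in a gene of 2 kb corresponds to between 0.0104 and 0.0118 RPKM. Among read numbers of 1 to 20, 64.9% were even, so a read may not always be a separate fragment. The recovered total divided by the total that the deposited RPKM imply was between 0.975 and 1.03, so the authors' values carry a scaling factor per library. Coordinates and exon lengths are those of GENCODE M21 on GRCm38.

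Genes with an RPKM of at least 0.5 in at least 3 of the 6 libraries were tested, on log2(RPKM + 0.1), with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a variance trend), 3 libraries against 3 and no covariates, as the study used unpaired tests. P values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was called higher or lower at an adjusted p below 0.05. These p values measure the spread between samples. Fold changes are PgrCreCdc42f/f minus Cdc42f/f on the log2(RPKM + 0.1) scale, which understates the change of low genes. Cdc42 was also tested by an exact two-sided permutation test, which cannot give a p under 0.1 with 3 against 3.

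In total 37 gene lists with 661 entries were fixed before the data were examined, together with all tests, thresholds and alternatives except those named as later additions. They cover parts of the motile cilium, the cell types of the oviduct and of neighbouring tissue, and its signalling pathways. The members of 3 lists had been picked by the study on oviducts of the same genotypes, so these lists are not taken as independent evidence. For the cilia genes named in its text, and for Hes1, Hey1 and Hey2, the study showed RNA-seq, so these picks rest on the same libraries. For the other picks it gave qPCR, and whether this used the sequenced animals is not stated. Some picked genes are also members of other lists, which to that extent are not independent either. Lists with at least 3 tested members were tested with camera of limma at a preset correlation between genes of 0.01, adjusted over the lists. The result of 1 list is not reported here. The genes named in the text are Cdc42, the genes of the 3 lists picked by the study, up to 4 members with the smallest p in each list, and the 10 largest rises and 10 largest falls among called genes whose groups did not overlap and whose mean was at least 1 RPKM in the higher group, leaving out predicted genes, Rik clones and pseudogenes. Genes named outside this rule are marked as such.

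The test was checked on simulated data made from the means and residual spread of the 17584 tested genes, with 200 genes changed in each of 20 draws. Among genes raised by 1 on the log2 scale 51.1% were called, and among those lowered by 1, 49.0%. For changes of 2 these shares were 83.5% and 75.8%. Of the unchanged genes 7.45 per draw were called. Each gene was drawn independently and with the same spread in all libraries. Real genes vary together, so 7.45 is no estimate of the false calls in the real data.

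Alternatives were pseudocounts of 1 and 0.01, no filter, a filter on a mean of at least 2 RPKM, rescaling by the median ratio, quantile normalization, no variance trend, the replicate number as a block, and leaving out each library. For the lists they also included an estimated correlation and the rotation test fry. Limma voom on the recovered reads and limma library weights were added after seeing the data. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6.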

Results

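Gene expression was compared between whole oviducts of Cdc42f/f mice (n = 3) and PgrCreCdc42f/f mice (n = 3) on day 2 of pregnancy. The question was what the oviduct changes when PgrCre removes CDC42, a small GTPase of cell polarity and the cytoskeleton, from part of it. The table held 36578 symbols above 0 in at least 1 library, and 17584 genes passed the filter for testing. The reads recovered from the values came to 44.2 M (M, 1e6), 45.2 M and 47.8 M in the Cdc42f/f libraries and to 45.8 M, 43.6 M and 47.6 M in the PgrCreCdc42f/f libraries. The first principal component of the log2 values held 37.8% of the variance and separated all 3 Cdc42f/f libraries (-26.3, -43.3 and -27.4) from all 3 PgrCreCdc42f/f libraries (21.3, 37.0 and 38.7).

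The targeted gene itself was examined first. Cdc42 (chromosome 4, 137319696 to 137357720) was measured at 127.6, 130.2 and 142.4 RPKM in the Cdc42f/f libraries and at 113.6, 125.5 and 120.9 RPKM in the PgrCreCdc42f/f libraries. The means were 133 ± 7.92 and 120 ± 5.99 RPKM (SD, n = 3 each), a log2 difference of -0.15 (SE 0.08) that limma did not call (adjusted p = 0.359). All 3 PgrCreCdc42f/f values lay below all 3 control values, for which the exact two-sided permutation test gave p = 0.1, the smallest this design allows. The floxed exon 2 (chromosome 4, 137335975 to 137336129) makes up 155 of the 2966 annotated exon bases of the gene, or 5.23%. The RPKM of the whole gene thus reports little of its deletion and is a weak check of the labels. By immunostaining, the study found CDC42 protein missing from the isthmus alone. Its qPCR and western blots of oviducts showed lower CDC42. Libraries of whole oviducts also hold the regions that kept CDC42. How far these regions dilute the change of Cdc42 or of other genes was not tested. Pgr, the gene that drives Cre, was at 13.5 ± 0.957 RPKM in Cdc42f/f and 10.8 ± 0.213 RPKM in PgrCreCdc42f/f oviducts (SD, n = 3 each, log2 difference -0.31, adjusted p = 0.105). No library carried PgrCre without the floxed Cdc42 alleles, so the data do not separate the presence of PgrCre from the loss of Cdc42.

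Spp1, which encodes the secreted matrix protein osteopontin (chromosome 5, 104435118 to 104441050), rose from 0.668 ± 0.536 to 56.1 ± 1.59 RPKM (SD, n = 3 each), a log2 change of 6.41 (SE 0.43, adjusted p = 0.00728). Pigr, the receptor that carries IgA across epithelia (chromosome 1, 130826684 to 130852249), rose from 11.4 ± 2.34 to 111 ± 22.6 RPKM (log2 change 3.26, SE 0.20, adjusted p = 0.0053). Under the rule for named genes, the other 8 of the 10 largest rises were those of Clca1 and Clca3a2, which encode calcium-activated chloride channel regulators, Sprr1a, Sprr2b and Sprr2f of the cornified envelope family, Sectm1b, the GABA-synthesizing enzyme gene Gad2, and the immunoglobulin segment Ighv12-3, with log2 changes between 2.85 and 3.74. The water channel gene Aqp5 (chromosome 15, 99590782 to 99594829) fell from 6.80 ± 0.792 to 1.24 ± 0.166 RPKM (log2 change -2.37, SE 0.15, adjusted p = 0.0053). The other 9 of the 10 largest falls were those of the retinoic acid binding protein gene Crabp1 (-3.17), Tmem269 (-3.20), Cdcp3 (-3.58), Mmd2 (-3.38), Cbln1 (-3.25), Crisp1 (-2.41), Prom2 (-2.43), Plpp4 (-2.40) and Mir208a (-3.51). Sprr, Clca and immunoglobulin genes have close paralogs, and 49.3% of the exon bases of Tmem269 lie on exons of another gene of the same strand, so reads of these genes are less certain. Mir208a rested on at most 6 reads per library, and Ighv12-3 on at most 34.

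In total, 134 genes were higher and 157 lower in PgrCreCdc42f/f oviducts at an adjusted p below 0.05 (limma), of which 70 and 89 changed by at least 1 on the log2 scale. At an unadjusted p below 0.05, 3656 genes passed. The groups did not overlap for 4820 of the tested genes, or 27.4%, where chance gives 10%. The count was 22 higher and 13 lower without Cdc42f/f replicate 1, 13 and 3 without replicate 2 and 9 and 3 without replicate 3. It was 12 and 4 without PgrCreCdc42f/f replicate 2 and 31 and 26 without replicate 3, but 132 and 179 without replicate 1. Because the groups of all 291 called genes did not overlap, their direction could not change and was kept in each of these fits. Of the 46 called genes in the table of named genes, 7 were called in all 6 of them (Spp1, Pigr, Sectm1b, Timp1, Aqp5 and, both named after their values were seen, Gpx2 and Klf6).

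**Figure D1:**
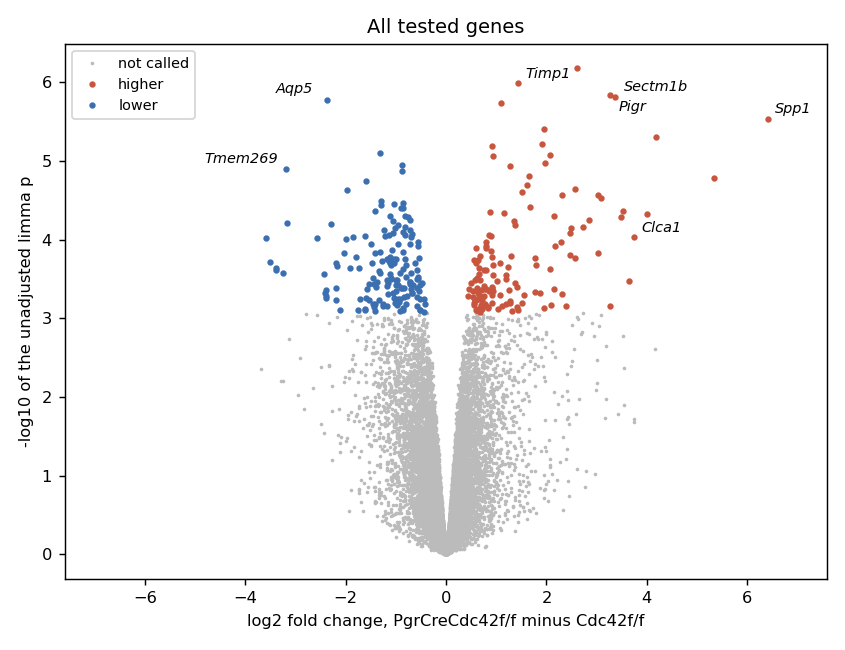
Log2 fold change (horizontal axis) of each of the 17584 tested genes against -log10 of its unadjusted limma p (vertical axis), where red points are the 134 genes called higher and blue points the 157 called lower in PgrCreCdc42f/f oviducts. Spp1 lies farthest to the right, at 6.41.

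Motile cilia were the main subject of the study, and genes of their machinery were lower as groups. Of 34 tested genes of the axonemal dynein motors and their assembly, 33 had a negative log2 difference (median -0.53, adjusted p = 7.49e-08, camera), and of 31 genes of the radial spokes and the central pair, 30 did (median -0.50, adjusted p = 1.00e-07). Genes of intraflagellar transport, which builds cilia, were also lower (28 of 31 negative, median -0.16, adjusted p = 0.00685), as were the transcriptional regulators of multiciliated cells (9 of 11 negative, median -0.28, adjusted p = 0.0101). With an estimated correlation between genes these calls were lost (adjusted p = 0.519 for the dynein, spoke and regulator lists and 0.701 for intraflagellar transport). The call for intraflagellar transport was also lost without Cdc42f/f replicate 2 (median -0.0977, adjusted p = 0.107) and without PgrCreCdc42f/f replicate 2 (median -0.10, adjusted p = 0.0932) or 3 (0.0624). Genes of basal body formation were not called (14 of 19 negative, median -0.10, adjusted p = 0.0774). Myb, a transcription factor of early multiciliated cells, fell from 5.77 ± 0.468 to 2.82 ± 0.635 RPKM (chromosome 10, 21124935 to 21160984, log2 change -1.02, SE 0.17, adjusted p = 0.0455). Myb was the 1 gene of these 5 lists called over all genes. Among their members Myb, Trp73, Dnaaf1, Ccdc40, Dnaic2, Deup1 and Ccno had been picked by the study on mice of this design. These members are not independent evidence. Adjusted over the list alone, 1 of the regulators, 2 of the spoke and central pair genes and 0 of the dynein, intraflagellar transport and basal body genes were lower. The median of the dynein list was -0.34 without Cdc42f/f replicate 2, and that of the regulators -0.47 without PgrCreCdc42f/f replicate 1. In the same libraries the smooth muscle list was higher (median 0.41, but adjusted p = 0.519 with an estimated correlation) and the epithelial list was not called (median 0.09).

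Values of single cilia genes differed in size between the libraries. Foxj1, the regulator of motile cilia genes, was at 83.9, 120.4 and 99.7 RPKM in Cdc42f/f and at 95.5, 57.2 and 66.3 RPKM in PgrCreCdc42f/f oviducts (log2 difference -0.49, adjusted p = 0.266). The radial spoke gene Rsph1 was at 96.0 ± 11.2 and 68.3 ± 11.2 RPKM (SD, n = 3 each, adjusted p = 0.127), the central pair gene Hydin at 18 ± 5.14 and 9.32 ± 2.04 RPKM (adjusted p = 0.0938), the dynein assembly factor gene Dnaaf1 at 16.7 ± 4.05 and 8.20 ± 2.02 RPKM (adjusted p = 0.0784) and Mcidas, an upstream regulator, at 1.40 ± 0.603 and 0.684 ± 0.587 RPKM (adjusted p = 0.403). Exon bases of Dnaaf1 are shared with a gene of the opposite strand for 20.7%. A further list held cilia genes that the study had picked on mice of this design, and it is not independent evidence. All 13 of its tested genes had a negative log2 difference (median -0.65, adjusted p = 3.88e-06, camera, but adjusted p = 0.519 with an estimated correlation). Of these, 1 was called over all genes and 9 adjusted over the list alone. PgrCreCdc42f/f replicate 1 lay close to the controls. Its median for the dynein list was -0.20 relative to the control mean, against -0.68 and -0.61 in replicates 2 and 3 and between -0.17 and 0.31 in the controls.

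**Figure D2:**
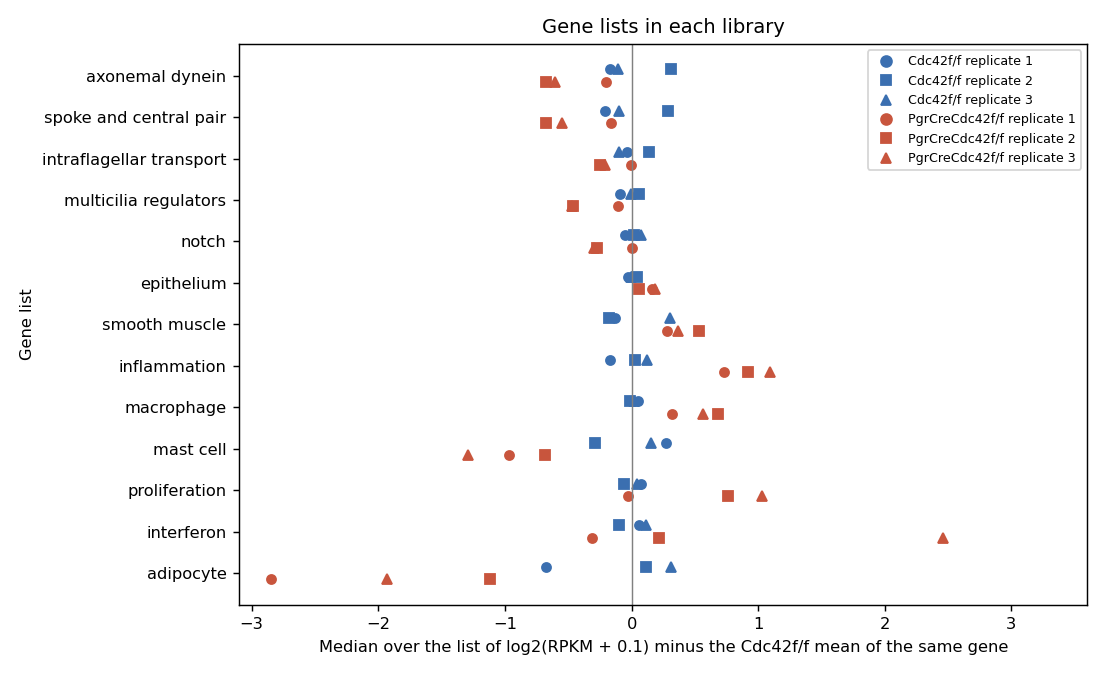
Median over the members of 13 gene lists of log2(RPKM + 0.1) minus the Cdc42f/f mean of the same gene (horizontal axis), for each library, in blue for Cdc42f/f and red for PgrCreCdc42f/f, where the marker gives the replicate. Inflammation lies above all controls in the 3 PgrCreCdc42f/f libraries (0.73, 0.92 and 1.09), while interferon genes are high in PgrCreCdc42f/f replicate 3 (2.46).

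Inflammatory genes were higher in all 3 PgrCreCdc42f/f oviducts. Of 29 tested cytokine, chemokine and adhesion genes 26 had a positive log2 difference (median 1.05, adjusted p = 9.59e-08, camera, but adjusted p = 0.102 with an estimated correlation). Over all genes 5 were called higher and 1 lower, and adjusted over the list alone 17 and 1. The leukocyte adhesion gene Vcam1 rose from 1.26 ± 0.153 to 5.66 ± 0.954 RPKM (log2 change 2.08, adjusted p = 0.0107), Tnf from 0.492 ± 0.033 to 1.78 ± 0.147 RPKM (1.66, adjusted p = 0.0194), the macrophage growth factor gene Csf1 from 7.27 ± 1.03 to 14 ± 1.55 RPKM (0.94, adjusted p = 0.0333) and the alarmin gene S100a8 from 1.04 ± 0.18 to 4.89 ± 2.01 RPKM (2.06, adjusted p = 0.0313). The fifth, Icam1, was named after its values were seen (1.12, adjusted p = 0.0467). Csf3, the granulocyte growth factor gene, fell from 10.4 ± 0.886 to 5.06 ± 0.587 RPKM (log2 change -1.02, adjusted p = 0.0214). Tnf and Csf1 had also been picked by the study, so the list above is not fully independent of it. A list of inflammatory genes that the study had picked on mice of this design is again not independent evidence. Its 4 tested genes (Tnf, Csf1, Ccl2 and Cxcl15) had positive values (median 1.49, adjusted p = 8.65e-05, camera, but adjusted p = 0.211 with an estimated correlation). Of these, 2 were called over all genes and 4 adjusted over the list alone. Il6 was under the filter.

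Markers of immune cells did not move alike. All 19 macrophage markers had positive values (median 0.52, adjusted p = 3.79e-07, but adjusted p = 0.477 with an estimated correlation). Ctss, a lysosomal protease, rose from 30.9 ± 1.83 to 59.8 ± 9.96 RPKM (log2 change 0.94, adjusted p = 0.0298) and the signalling adaptor gene Tyrobp from 31.5 ± 1.06 to 49.7 ± 6.36 RPKM (0.65, adjusted p = 0.0431). Over all genes 2 were called higher and 9 adjusted over the list alone. Mast cell markers were lower (5 of 6 negative, median -1.01, adjusted p = 0.0023, but adjusted p = 0.519 with an estimated correlation), with the tryptase gene Tpsb2 falling from 2.31 ± 0.305 to 1.10 ± 0.081 RPKM (log2 change -1, adjusted p = 0.0392) and the chymase gene Mcpt4 at 3.50 ± 1.22 and 1.06 ± 0.334 RPKM (adjusted p = 0.0656). In that list 1 gene was called over all genes and 5 adjusted over the list alone, and the list was not called among genes with a mean of at least 2 RPKM (median -0.44, adjusted p = 0.155). The B and plasma cell list was higher (10 of 10 positive, median 0.23, adjusted p = 0.0418, but adjusted p = 0.519 with an estimated correlation), but not without Cdc42f/f replicate 1 (median 0.12, adjusted p = 0.327) or without PgrCreCdc42f/f replicate 1 (0.206) or 2 (0.0615). T and NK cell, neutrophil and antigen presentation lists were not called (medians 0.37, 0.13 and -0.15 with adjusted p = 0.422, 0.597 and 0.422). Without PgrCreCdc42f/f replicate 2 the antigen presentation list was called lower (median -0.27, adjusted p = 0.0179). Over all genes none of the members of these 3 lists passed, and adjusted over the list alone 2 neutrophil genes were higher.

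Interferon response genes were called higher as a list (21 of 21 positive, median 0.87, adjusted p = 0.00382, but adjusted p = 0.701 with an estimated correlation), and this rested on a single library. Their median relative to the control mean was -0.31, 0.22 and 2.46 in PgrCreCdc42f/f replicates 1, 2 and 3 and between -0.10 and 0.12 in the controls. The antiviral gene Oas2 was at 13.8, 19.5 and 98.2 RPKM in these 3 libraries and between 10.4 and 15.6 RPKM in the controls, and Gbp2 at 23.3, 37.1 and 62.9 RPKM against 17.4 to 19.8 RPKM. Without PgrCreCdc42f/f replicate 3 the median was 0.03, the test pointed lower, and the list was not called (adjusted p = 0.731).

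Genes of the epithelium changed in both directions. The list of epithelial identity was not called (11 of 19 positive, median 0.09, adjusted p = 0.107), although 3 members were. The tight junction gene Cldn4 rose from 7.17 ± 1.18 to 36.6 ± 9.68 RPKM (log2 change 2.31, SE 0.22, adjusted p = 0.0171) and the membrane protease gene St14 from 17.0 ± 0.788 to 24.7 ± 1.74 RPKM (0.53, adjusted p = 0.0393), and the trafficking gene Rab25 fell from 44.7 ± 2.68 to 31 ± 2.48 RPKM (-0.53, adjusted p = 0.0484). Adjusted over the list alone, 6 were higher and 2 lower. The secretory cell list was not called either (5 of 8 negative, median -0.09, adjusted p = 0.652, and median 0.0486 without PgrCreCdc42f/f replicate 1). In it, the oviductin gene Ovgp1 was at 3046 ± 705 and 2416 ± 754 RPKM (adjusted p = 0.552) and Pax8, a marker of secretory cells, at 27.7 ± 4.66 and 15.5 ± 2.89 RPKM (log2 difference -0.84, adjusted p = 0.0683). Adjusted over the list alone, 1 gene was higher and 1 lower. Genes of junctions and polarity were not called (median -0.03, mean 0.06, adjusted p = 0.652), and 0 of 28 passed over all genes or adjusted over the list alone. Among genes of ion and water transport 1 was higher and 3 lower over all genes, and 3 and 3 adjusted over the list alone. Besides Clca1 and Aqp5 these were the bicarbonate carrier gene Slc4a4, which fell from 13.2 ± 1.44 to 6.71 ± 0.682 RPKM (-0.97, adjusted p = 0.0243), and the water channel gene Aqp4, which fell from 2.76 ± 0.728 to 0.960 ± 0.222 RPKM (-1.43, adjusted p = 0.049). As a list they were not called (median -0.02, mean 0.05, adjusted p = 0.704, and median 0.17 without PgrCreCdc42f/f replicate 1).

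Genes of muscle and of the matrix were examined next. Smooth muscle contraction genes were higher as a list (18 of 23 positive, median 0.41, adjusted p = 7.36e-04, but adjusted p = 0.519 with an estimated correlation). The libraries overlapped, with medians of -0.13, -0.18 and 0.30 relative to the control mean in Cdc42f/f replicates 1, 2 and 3 and 0.28, 0.53 and 0.37 in PgrCreCdc42f/f replicates 1, 2 and 3. Over all genes 0 passed and adjusted over the list alone 1. The study reported the other direction, with smooth muscle contraction among the terms enriched in its down-regulated genes. That was an enrichment of called genes, an unlike test, and the cause of the difference was not tested. The muscle transcription factor gene Myocd was at 3.37 ± 0.513 and 5.75 ± 0.608 RPKM (log2 difference 0.76, adjusted p = 0.0564) and the actin crosslinker gene Flna at 268 ± 45.6 and 382 ± 36 RPKM (0.52, adjusted p = 0.122). Collagen and matrix genes did not move together in 1 direction (16 of 38 positive, median -0.12, mean 0.19, adjusted p = 0.912, camera). The mixed form of the rotation test fry, which counts changes in either direction, gave adjusted p = 4.64e-05 for them. The study found collagen metabolism enriched in its up-regulated genes, and its staining showed collagen I deposited in the PgrCreCdc42f/f isthmus. These measures are unlike a list test of RNA levels in whole oviducts. Besides Spp1, the protease inhibitor gene Timp1 rose from 4.96 ± 0.143 to 13.7 ± 0.890 RPKM (chromosome X, 20870166 to 20874735, log2 change 1.44, SE 0.08, adjusted p = 0.0053), and 2 were called over all genes. Adjusted over the list alone 4 were higher and 1 lower, and Col18a1 was at 19 ± 2.15 and 11.6 ± 2.39 RPKM (adjusted p = 0.0884).

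Of the signalling lists, Notch was not called (9 of 15 negative, median -0.13, adjusted p = 0.107). In it the target gene Hey1 fell from 7.95 ± 0.421 to 3.50 ± 0.700 RPKM (chromosome 3, 8663359 to 8667256, log2 change -1.18, SE 0.15, adjusted p = 0.0292), while Heyl was at 4.69 ± 1.17 and 1.87 ± 0.386 RPKM (adjusted p = 0.0559) and Hey2 at 3.36 ± 1.63 and 1.18 ± 0.313 RPKM (adjusted p = 0.103). Adjusted over the list alone 4 were lower. Notch genes that the study had picked on mice of this design formed a further list, which is not independent evidence. Hey1 and Hey2 of the wider list also belong to this further list. In it Hey1 was the 1 gene called over all genes, and 2 were lower adjusted over the list alone. Hes1 was at 27.7 ± 2.10 and 24.5 ± 3.13 RPKM (adjusted p = 0.419), and the ligand genes Dll1, Dll4, Jag1 and Jag2 had log2 differences between -0.30 and 0.33 (adjusted p between 0.441 and 0.954). As a list of 7 they were not called (median -0.18, adjusted p = 0.0774). Without PgrCreCdc42f/f replicate 1 both Notch lists were called lower (adjusted p = 0.0395 for the wider list and 0.0245 for the list of 7). Genes of PI3K and AKT were not called (median 0.07, adjusted p = 0.672), with 0 of 24 passing over all genes or adjusted over the list alone. The study's case for this pathway rests on phosphorylated AKT, inhibitors and organoids. RNA levels of whole oviducts do not measure AKT activity. Steroid response genes were not called (median 0.14, adjusted p = 0.313, with 0 called over all genes or adjusted over the list alone).

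**Figure D3:**
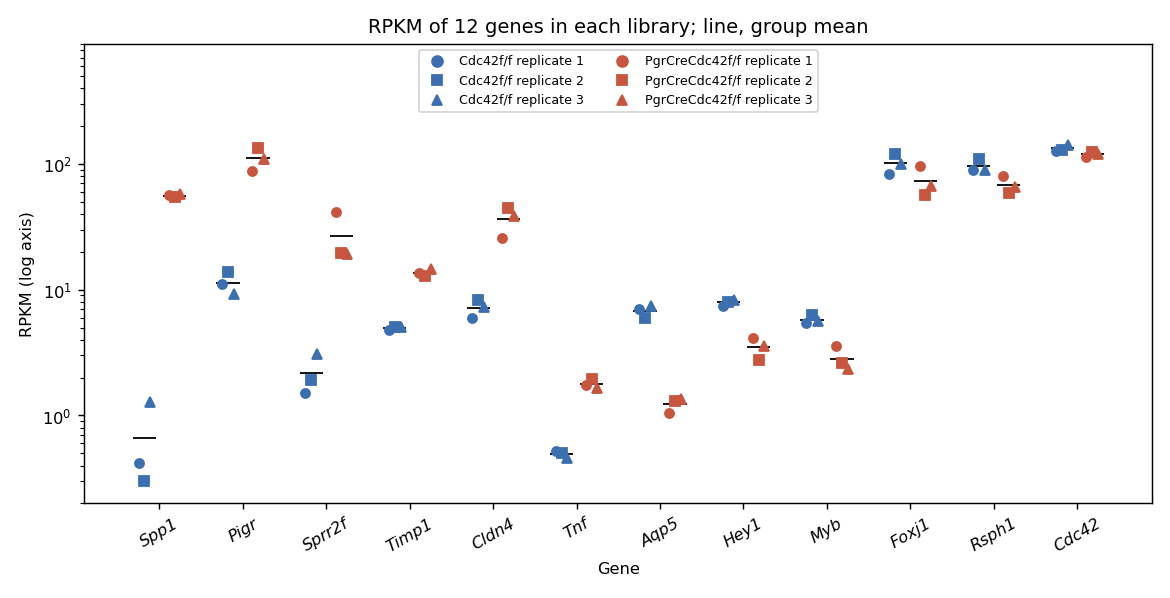
RPKM on a log axis (vertical) of 12 genes (horizontal) in each library, in blue for Cdc42f/f and red for PgrCreCdc42f/f, where the marker gives the replicate and the line the group mean. Spp1 goes from a mean of 0.668 to 56.1 RPKM, whereas Cdc42 goes from 133 to 120 RPKM.

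Growth and stress genes were higher as lists. All 22 tested cell cycle genes had positive values (median 0.52, adjusted p = 8.65e-05, but adjusted p = 0.519 with an estimated correlation), with 0 called over all genes and 2 adjusted over the list alone. Here too PgrCreCdc42f/f replicate 1 lay with the controls (median -0.03, against 0.77 and 1.03 in replicates 2 and 3). The median of the list was 0.92 without replicate 1 and 0.21 without replicate 3. The replication gene Mcm6 was at 3.27 ± 0.970 and 7.52 ± 1.58 RPKM (adjusted p = 0.0717). Apoptosis genes and p53 targets were higher (11 of 14 positive, median 0.24, adjusted p = 0.00189, but adjusted p = 0.332 with an estimated correlation), among them Pmaip1, which encodes the death protein NOXA and rose from 0.408 ± 0.036 to 2.99 ± 0.939 RPKM (2.57, adjusted p = 0.0162). Over all genes 1 was called higher, and adjusted over the list alone 3. By TUNEL and cleaved caspase 3 staining, the study saw very few apoptotic cells in oviducts of either genotype. RNA levels of these genes do not measure cell death. Immediate early genes were higher (10 of 12 positive, median 0.30, adjusted p = 0.00382, but adjusted p = 0.434 with an estimated correlation), 0 over all genes and 6 adjusted over the list alone, with Fos at 3.27 ± 0.633 and 5.83 ± 0.387 RPKM (adjusted p = 0.0581).

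Markers of neighbouring tissue and other cells were measured in the same libraries. Endothelial genes were higher by little (12 of 13 positive, median 0.14, adjusted p = 0.0185, but adjusted p = 0.519 with an estimated correlation), not without Cdc42f/f replicate 1 (adjusted p = 0.0972) or PgrCreCdc42f/f replicate 1 (0.0737) or 2 (0.0838). The fat cell genes Adipoq (1.13 ± 0.441 and 0.14 ± 0.0724 RPKM, adjusted p = 0.0542) and Cfd (5.74 ± 2.41 and 0.801 ± 0.622 RPKM, adjusted p = 0.0754) had lower values in all 3 PgrCreCdc42f/f libraries, but the list of 5 was not called (median -2.27, adjusted p = 0.17, with 1 higher and 3 lower adjusted over the list alone and 0 over all genes). Red blood cell, ovarian granulosa and luteal, mesothelial and nerve lists were not called (medians -0.53, 0.08, 0.23 and -0.23 with adjusted p = 0.335, 0.702, 0.672 and 0.306). The mesothelial list was called higher without PgrCreCdc42f/f replicate 1 (median 0.57, adjusted p = 0.0395) and had a median of -0.0451 without replicate 2. None of the members of these 4 lists passed over all genes, and adjusted over the list alone 2 nerve genes were lower. Of the oocyte and embryo list 1 gene and of the uterine Hox list 2 genes were tested, too few for the list test (medians 0.11 and -0.51). In the endothelial, B and plasma cell and interferon lists 0 genes were called over all genes and 0 adjusted over the list alone.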

Values the study reported

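In the oviduct on day 2, the study reported 915 genes that were up-regulated and 893 that were down-regulated in PgrCreCdc42f/f mice. Its statistics section names a P value below 0.05 in general, but its text ties no threshold to these numbers.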

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

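The fits with limma voom on recovered reads and with limma library weights were chosen after seeing the data. All 291 called genes that an alternative tested kept their direction in it. Their groups did not overlap, so this was fixed in advance for other pseudocounts, other filters or fewer libraries and is no support. The log2 difference of Cdc42 stayed between -0.18 and -0.10 and was never called. Against 134 higher and 157 lower genes (70 and 89 changed by at least 1), 57 and 51 (43 and 30) were called with no filter, where 36578 genes were tested, and 100 of these were among the 291. With the variance trend off 75 were higher, with a pseudocount of 1, 57 were lower by at least 1, and with a mean of at least 2 RPKM 42 were higher by at least 1. Voom gave 258 and 269 (136 lower by at least 1), and library weights 439 and 536 (166 and 205). Leaving out 1 library gave 9 to 132 higher and 3 to 179 lower genes, and 9 to 82 and 3 to 110 changed by at least 1. With the replicate number as a block limma called 0 higher and 0 lower genes (0 and 0 changed by at least 1), with 3276 genes at an unadjusted p below 0.05, and no list call changed. Libraries of the same number correlated at -0.03, -0.07 and 0.08, and not every library correlated best with its own number. With 3 libraries per group these correlations cannot tell whether libraries of the same number shared a batch or a litter. Against 11 higher and 6 lower lists, an estimated correlation called 0 and 0 and fry 7 and 1, while 10 were lower with no filter. All list calls were thus lost with an estimated correlation, among them those of the lists of regulators of multiciliated cells (-0.28), dynein (-0.53), spokes (-0.50), smooth muscle (0.41), inflammation (1.05) and macrophages (0.52). With fry 10 calls were lost, among them those of the regulators (-0.28), dynein (-0.53), spokes (-0.50) and smooth muscle (0.41), and epithelial genes, not called before, were called higher. Basal body genes were called lower with no filter (-0.10) and with library weights (-0.0913), and Notch genes with no filter (-0.18) and a mean of at least 2 RPKM (-0.18). The directional test of matrix genes, never called, turned its sign with the trend off (-0.12), library weights (-0.0569) and fry (-0.12). Lists not called in 1 direction can still change in both. The mixed form of fry gave adjusted p = 4.64e-05 for matrix, 4.52e-05 for ion and water transport, 0.00541 for junctions, 0.00541 for Notch and 0.00596 for steroid response genes. It gave 0.0891 for secretory and 0.526 for red blood cell genes. A few changed members can carry such a test. Leaving out 1 library gave medians of -0.14 to -0.0541 for basal body genes and -0.27 to -0.0407 for Notch (both called without PgrCreCdc42f/f replicate 1), -0.21 to 0.0797 for matrix and -0.0324 to 0.0364 for junctions. The lists of regulators (-0.47 to -0.27), dynein (-0.67 to -0.34), spokes (-0.62 to -0.37), smooth muscle (0.29 to 0.57), inflammation (0.85 to 1.13) and macrophages (0.41 to 0.67) stayed called without each library. Interferon genes reversed in the test without PgrCreCdc42f/f replicate 3 (median 0.0314, in a range of 0.0314 to 1.40 without each library). Fits without a library had fewer samples, and the fit with no filter tested more genes. For the other differences the cause was not tested. At this depth genes under 0.5 RPKM in most libraries were not tested.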

Other observations

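The families of gene symbols described first, and all tests below except those of gene length and GC content and of other splits of the libraries, were chosen only after the results were seen.

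Families of genes that share a symbol stem were examined in addition to the fixed lists, with which some of them share members. Klf6, an early response transcription factor, rose from 18.6 ± 0.426 to 39.8 ± 1.76 RPKM (SD, n = 3 each, log2 change 1.10, adjusted p = 0.0053), and Klf9, a progesterone receptor partner, from 19.2 ± 2.13 to 30.7 ± 3.15 RPKM (0.68, adjusted p = 0.0496). Of the 14 tested Klf genes 12 had positive values (median 0.39, adjusted p = 0.0097, camera, but adjusted p = 0.946 with an estimated correlation). Among Toll-like receptor genes, which sense microbial products, Tlr13 rose from 0.949 ± 0.151 to 2.62 ± 0.568 RPKM (1.37, adjusted p = 0.0369) and Tlr1 from 3.62 ± 0.298 to 5.89 ± 0.445 RPKM (0.69, adjusted p = 0.039), with 9 of 10 positive (median 0.50, adjusted p = 0.0409, but adjusted p = 0.946 with an estimated correlation). All 6 fucosyltransferase genes had positive values (median 0.42, adjusted p = 0.0386, but adjusted p = 0.946 with an estimated correlation), among them Fut2 at 6.26 ± 2.92 and 23.1 ± 7.89 RPKM (adjusted p = 0.0828). All 32 tested Cfap genes of the cilium had negative values (median -0.51, adjusted p = 3.39e-07, but adjusted p = 0.946 with an estimated correlation). Cfap126 of the spoke and central pair list and Cfap69 of the study's cilia list are among them. The Cfap family thus repeats part of the cilia result and is no separate support. Of 357 families 13 had an adjusted p below 0.05, and none of these with an estimated correlation. Gpx2 and Cldn2 were also named after their values were seen. Gpx2, an epithelial glutathione peroxidase gene, rose from 2.74 ± 0.415 to 17.3 ± 2.12 RPKM (2.61, adjusted p = 0.0053), and the tight junction gene Cldn2 from 21.8 ± 2.14 to 34.3 ± 3.48 RPKM (0.65, adjusted p = 0.0484).

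Lower dynein and spoke genes might reflect gene length or GC content. After the trend on both was removed over all tested genes, their median was -0.549 (SD 0.259, 65 genes), against -0.511 before, which argues against these as the whole cause. A lower share of epithelial cells would lower epithelial genes together. The lower quartile of the epithelial list was -0.164 and its upper quartile 0.352, so no common fall was seen. However, 2 members of that list were called higher and 1 lower. Changes of single members could hide a smaller share of these cells, so the list cannot exclude it. Different shares of the regions of the oviduct in the tissue stay open, since smooth muscle genes had a median of 0.411, though with overlapping libraries, and the isthmus holds more muscle and fewer cilia than the ampulla. Fewer multiciliated cells and lower expression in each of them were not told apart by any test here. By staining of acetylated tubulin, however, the study saw far fewer ciliated cells in the PgrCreCdc42f/f isthmus. Its electron microscopy found motile cilia of normal structure missing from that region. The study attributes this to impaired differentiation of multiciliated cells. How much of the lower RNA levels of whole oviducts this loss accounts for was not tested.

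Higher values of the 10 largest rises might come from more macrophages. Of the 19 macrophage genes, 0 reached the smallest of these rises (2.85, with the largest macrophage value at 0.94). However, 17 of the 19 were at 1 RPKM or more in every control library, a baseline that would hide a small share of added cells. More macrophages thus stay open as the source of these rises. The study did find more macrophages in the PgrCreCdc42f/f isthmus by immunofluorescence. Whether those cells express the genes of the largest rises was not tested. Uterine tissue carried over stays open too, because the 2 tested uterine Hox genes had a median of -0.506 with overlapping groups. The effect of PgrCre itself was not tested, for lack of libraries with PgrCre alone.

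High interferon genes in PgrCreCdc42f/f replicate 3 (median 2.46) might come with more leukocytes in that library. The highest median of a leukocyte list there was 0.564, that of macrophages. In PgrCreCdc42f/f replicate 2 macrophages were at 0.684, with an interferon median of 0.218. T and NK cell and B and plasma cell lists were lower (-0.024 and 0.0598, against 0.621 and 0.32 in replicate 2). The neutrophil list was higher by little (0.208 against 0.182). Leukocyte lists thus did not set that library apart from replicate 2. A small added share, which the high macrophage baseline would hide, stays open. Genotype alone would raise the other PgrCreCdc42f/f libraries too, but the higher of these lay 0.101 above the highest control. The other PgrCreCdc42f/f libraries thus argue against an effect of genotype alone that is alike in each library. A genotype effect that varies between libraries stays open. An infection or a difference in handling of that library stays open, since no label covers it.

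The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 291 called genes, the most of the 10 (1 split as large), and the highest other gave 3. For the lists the real split gave 17 calls (1 split as large), and the highest other gave 14. The lowest other gave 3, so every split that mixed the genotypes also called lists. The estimated correlation between genes was 0.81 for the dynein, 0.66 for the spoke and 0.924 for the interferon list, far above the preset one. Small list p values at the preset correlation are thus not evidence of a genotype effect by themselves.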
